# Sources of artifact in measurements of 6mA and 4mC abundance in eukaryotic genomic DNA

**DOI:** 10.1186/s12864-019-5754-6

**Published:** 2019-06-03

**Authors:** Zach K. O’Brown, Konstantinos Boulias, Jie Wang, Simon Yuan Wang, Natasha M. O’Brown, Ziyang Hao, Hiroki Shibuya, Paul-Enguerrand Fady, Yang Shi, Chuan He, Sean G. Megason, Tao Liu, Eric L. Greer

**Keywords:** DNA epigenome, DNA N6-methyladenosine, 6 mA, DNA N4-methylcytosine, 4mC

## Abstract

**Background:**

Directed DNA methylation on N6-adenine (6mA), N4-cytosine (4mC), and C5-cytosine (5mC) can potentially increase DNA coding capacity and regulate a variety of biological functions. These modifications are relatively abundant in bacteria, occurring in about a percent of all bases of most bacteria. Until recently, 5mC and its oxidized derivatives were thought to be the only directed DNA methylation events in metazoa. New and more sensitive detection techniques (ultra-high performance liquid chromatography coupled with mass spectrometry (UHPLC-ms/ms) and single molecule real-time sequencing (SMRTseq)) have suggested that 6mA and 4mC modifications could be present in a variety of metazoa.

**Results:**

Here, we find that both of these techniques are prone to inaccuracies, which overestimate DNA methylation concentrations in metazoan genomic DNA. Artifacts can arise from methylated bacterial DNA contamination of enzyme preparations used to digest DNA and contaminating bacterial DNA in eukaryotic DNA preparations. Moreover, DNA sonication introduces a novel modified base from 5mC that has a retention time near 4mC that can be confused with 4mC. Our analyses also suggest that SMRTseq systematically overestimates 4mC in prokaryotic and eukaryotic DNA and 6mA in DNA samples in which it is rare. Using UHPLC-ms/ms designed to minimize and subtract artifacts, we find low to undetectable levels of 4mC and 6mA in genomes of representative worms, insects, amphibians, birds, rodents and primates under normal growth conditions. We also find that mammalian cells incorporate exogenous methylated nucleosides into their genome, suggesting that a portion of 6mA modifications could derive from incorporation of nucleosides from bacteria in food or microbiota. However, gDNA samples from gnotobiotic mouse tissues found rare (0.9–3.7 ppm) 6mA modifications above background.

**Conclusions:**

Altogether these data demonstrate that 6mA and 4mC are rarer in metazoa than previously reported, and highlight the importance of careful sample preparation and measurement, and need for more accurate sequencing techniques.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5754-6) contains supplementary material, which is available to authorized users.

## Background

Directed DNA methylation by specific methyltransferase enzymes occurs in both prokaryotes and eukaryotes. These modifications can mark regions of the genome for control of a variety of processes, including base pairing, duplex stability, replication, repair, transcription, nucleosome positioning, X-chromosome inactivation, imprinting, and epigenetic memory [1–3]. The most well studied and abundant DNA methylation in eukaryotes is 5mC, a mark typically associated with repressed chromatin that occurs on ~ 3–8% of cytosines in mammals [4]. In bacteria, directed DNA methylation on N6 of adenine (6mA) regulates mismatch repair, DNA replication and transcription. 4mC has been identified in thermophilic bacteria and archaea, and to a lesser extent in mesophilic bacteria [5–9]. Relatively little is known about the function of 4mC beyond its role in the restriction-modification system, which 6mA also regulates. 6mA, which was previously thought to be restricted to unicellular organisms, was recently reported to occur in multicellular organisms including fungi, Arabidopsis, worms, flies, frogs, zebrafish, and mammals, but its function remains unclear [10–22]. Some reports have suggested that 6mA is regulated in metazoa in response to stress [18, 19, 23], development [11, 14, 15], or cancer [24], findings which suggest a functional role. However, other groups have been unable to detect 6mA in metazoa [25–27], raising the question of whether detection techniques are reliable.

The application of highly sensitive detection and quantification methods, including single molecule real time sequencing (SMRTseq) [28] and ultra-high performance liquid chromatography coupled with mass spectrometry (UHPLC-ms/ms), has led to widely varying estimates of 6mA abundance that range from 1 to 8000 ppm (ppm)(0.0001–0.8%) in various eukaryotic genomes [10–22, 29]. SMRTseq measures the kinetic rate at which each new base is incorporated, which is altered by DNA modifications [28]. SMRTseq analyses has been used by one group to map methylation sites genome-wide in seven eukaryotic genomes, including mammals, and identify putative 4mC and 6mA sites [30]. However, UHPLC-ms/ms performed by another group did not detect 4mC or 6mA in human cells, mouse cells or tissues [25]. Here, we compare SMRTseq quantification to UHPLC-ms/ms measurements and find that while SMRTseq is relatively accurate in organisms with abundant 6mA, the accuracy of SMRTseq declines as 6mA becomes rarer. We additionally find that detection of 4mC by SMRTseq is unreliable in the organisms we examined. Although UHPLC-ms/ms is more accurate and sensitive for quantifying DNA methylation if samples are prepared without contamination, machine to machine variations in detection limits could complicate comparisons. In addition, we have found that the commercial enzymes used for digesting DNA to nucleosides before UHPLC-ms/ms analysis can be contaminated with methylated DNA, which can be misinterpreted as evidence of methylation, highlighting the need for mock digested experiments as controls. Here, we performed an analysis of 4mC and 6mA in 2 prokaryotic and 16 eukaryotic genomes using a UHPLC-ms/ms method designed to take into account sources of contamination. We identified 6mA at concentrations previously reported in unicellular organisms [12, 31–33], but found that in general 6mA occurs rarely in the genomes of all metazoans tested under normal growth conditions and that 4mC generally falls below our limit of detection. However, 6mA concentrations of the exact same DNA samples, calculated around the limit of detection, were variable from machine to machine. Additionally, we have found that sonication of DNA can lead to artifactual chromatogram peaks, which masquerade as 4mC. We also confirmed previous reports [25, 34] that mammalian cells can incorporate exogenous methylated DNA bases into their genomes, raising the possibility that some detected 6mA and 4mC might be due to random incorporation of bacterial methylated nucleosides rather than directed DNA methylation. Together our results suggest that 4mC and 6mA are present at fold lower levels, in metazoan gDNA than we and others previously reported; in some species its presence in genomic DNA under normal growth conditions is at or below our detection limits. Improved sample preparation and detection technologies along with biological situations where DNA methylation becomes elevated are needed to evaluate the extent and biological role of these rare DNA methylation events.

## Results

### Enzymes used to digest DNA for quantification contain unmethylated and methylated DNA

Because 6mA has been reported to occur in a variety of metazoan genomes by some groups [10–22], but not by others [25–27], we developed a UHPLC-ms/ms method that can distinguish 5mC or 3mC, 4mC, and 6mA. The UHPLC-ms/ms buffers and flow rates were optimized to separate methylated nucleosides using pre-methylated standards (Fig. 1a and b). Before UHPLC-ms/ms analysis, gDNA must first be digested to individual nucleosides. This is accomplished by treatment with a nuclease to cleave the chains of nucleotides to individual bases and an alkaline phosphatase to reduce the bases to nucleosides. Because bacteria have relatively high levels of DNA methylation, and the enzymes used to digest gDNA are purified from bacteria, we were concerned about possible DNA contamination of the digestion enzymes. We carefully tested three commercially available nucleases and phosphatases: 1) Nuclease P1 purified from the fungus *Penicillium citrinum* and Phosphodiesterase I from *Crotalus adamanteus* venom with *E. coli* alkaline phosphatase; 2) Nuclease S1 purified from the fungus *Aspergillus oryzae* with *E. coli* purified fast alkaline phosphatase; and 3) DNA degradase plus, which contains an unidentified nuclease and an unidentified alkaline phosphatase. The enzyme mixes contained a wide range of contaminating DNA - 2 nanomolar to 25 micromolar adenine and 78 nanomolar to 12 micromolar cytosine (Fig. 1c and d, right panels). Methylated bases were also detected in all the enzyme preparations to varying degrees. Nuclease P1 with Phosphodiesterase I and alkaline phosphatase contained the highest amounts of both methylated and unmethylated nucleosides. It was contaminated with micromolar concentrations of adenine and cytosine and 50 nanomolar 6mA, 495 nanomolar 5mC or 3mC, and 5 nanomolar 4mC, while DNA degradase plus or Nuclease S1 with fast alkaline phosphatase contained two logs less 6mA and 5mC and no detectable 4mC (Fig. 1c-e; DNA degradase plus: 0.5 nanomolar 6mA, 18 nanomolar 5mC or 3mC, Nuclease S1 mix: 0.2 nanomolar 6mA, no detectable 5mC or 3mC). Together these results suggest that the enzymes used to digest DNA are contaminated with unmethylated and methylated DNA nucleosides. In all subsequent experiments, we used DNA degradase plus, and analyzed a mock digestion water sample in parallel with gDNA samples to set a background level of DNA methylation, which was subtracted from each sample.

**Fig. 1:**
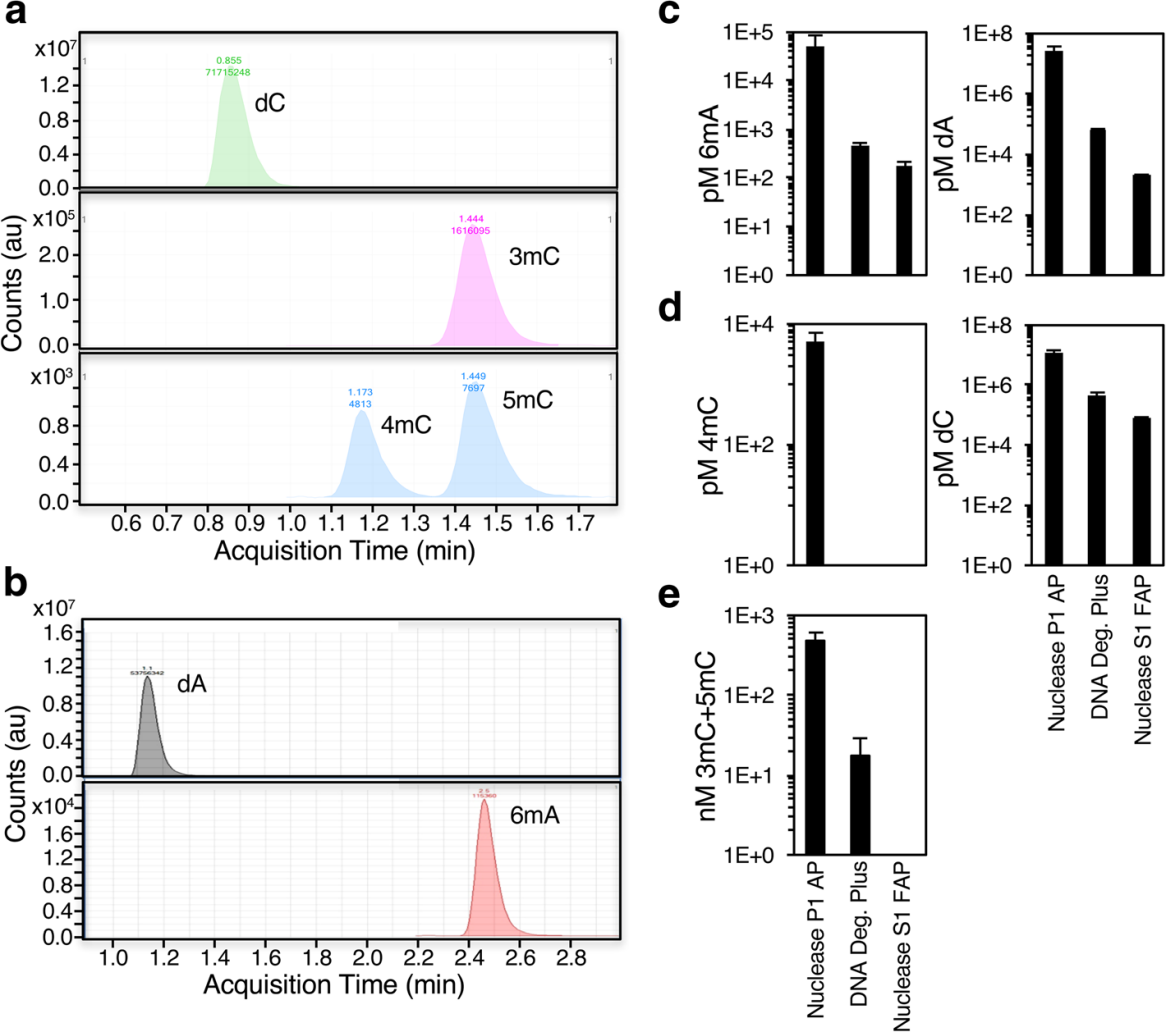
Purified nucleases and phosphatases contain methylated DNA. **a** UHPLC-ms/ms chromatography peaks of nucleoside standards corresponding to unmodified deoxycytidine (dC) and methylated deoxycytidines (3mC, 4mC or 5mC). **b** UHPLC-ms/ms chromatography peaks of nucleoside standards corresponding to unmodified deoxadenosine (dA) and N6-methylated deoxyadenosine (6mA). **c** Calculated molarity of 6mA (left panel) and adenine (right panel) in the three enzyme mixes: 1) Nuclease P1 mix (Nuclease P1, Phosphodiesterase 1, and alkaline phosphatase), 2) DNA degradase Plus, and 3) Nuclease S1 mix (Nuclease S1 and Fast alkaline phosphatase) reveals that the Nuclease P1 mix is more heavily contaminated than DNA degradase or Nuclease S1 mix. **d** Molarity of 4mC (left panel) and cytosine (right panel) in the three enzyme mixes shows that Nuclease P1 mix is more heavily contaminated than other digestion mixes. **e** Molarity of 3mC and 5mC in the three enzyme mixes shows that Nuclease P1 mix is more heavily contaminated than other digestion mixes. Each bar represents the mean +/− standard error of the mean for 3–10 independent mock reactions

### Quantification of 6mA and 5mC in DNA from 16 eukaryotic species

UHPLC-ms/ms with background corrections was used to examine 4mC, 5mC, and 6mA concentrations in gDNA samples from eukaryotic gDNA samples from 16 diverse eukaryotic species, including representative protists, worms, insects, amphibians, birds, rodents and primates (Fig. 2). The frequency of methylated nucleosides in eukaryotic gDNA was compared to the frequency in *E. coli* and in *dam*^*−*^*dcm*^*−*^ *E. coli* deficient in the DNA adenine methyltransferase (Dam) and DNA cytosine methyltransferase (Dcm) enzymes [35], which are responsible for most 6mA and 5mC modifications in bacteria, respectively. As expected, in WT *E. coli* we detected relatively high levels of 6mA (1.73–2.71%) and somewhat less 5mC (0.48–0.77%), as has been previously reported [36]. Similarly, deletion of the predominant 6mA and 5mC methyltransferases caused a several log fold reduction in detected methylated bases (0.02–0.07 6mA and 0.001–0.003% 5mC), suggesting that our UHPLC-ms/ms measurements are accurate. The protist *Chlamydomonas reinhardii* had relatively high levels of 6 mA (0.13–0.34%), as has been previously reported [32, 33], but almost all metazoan gDNAs that we examined had very low levels of 6mA (0.3 to 4 ppm, 0.00003–0.0004%), or were below our limit of detection (Fig. 2a-c), consistent with a recently published report [25]. Detection of 6mA or its absence varied from experiment to experiment (Additional file 1 a and b), even on the same samples measured at independent times on the same or on different UHPLC-ms/ms machines. Although we made every effort to purify eukaryotic samples without prokaryotic DNA contamination (Additional file 2 a), it was virtually impossible to achieve complete purity. Most metazoan DNA samples contained 0.1–2% prokaryotic DNA as assessed by quantitative RT-PCR using 16S rRNA primers (Additional file 2 a). Of eukaryotic samples that contained less than 2% prokaryotic DNA contamination, there was no correlation between prokaryotic DNA contamination and apparent DNA methylation levels (R^2^ = 0.08859, *p* = 0.32). Because 16S copy number varies between prokaryotes [37] and different prokaryotes have different levels of DNA methylation [6], it is difficult to assess how much prokaryotic DNA methylation contamination contributes to the values obtained for eukaryotic DNA.

**Fig. 2:**
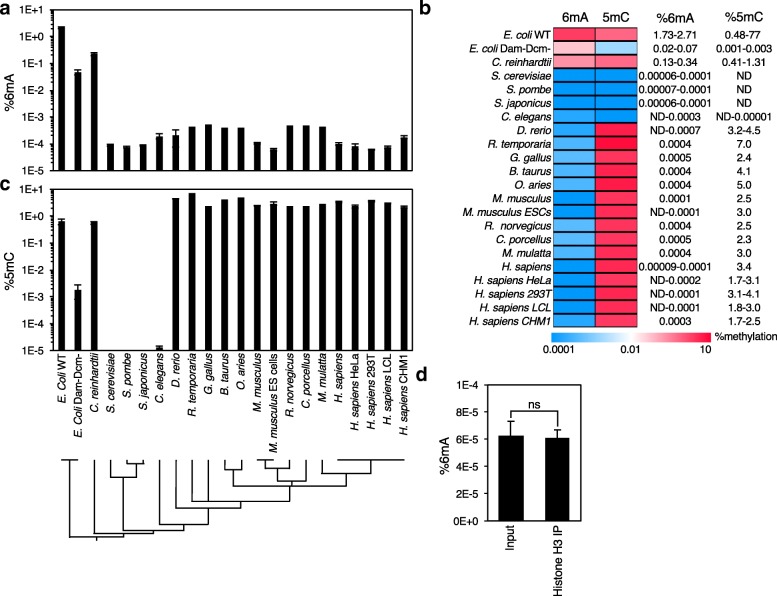
UHPLC-ms/ms quantification of 6mA and 5mC DNA methylation in eukaryotes. UHPLC-ms/ms quantification of **a** 6mA and **c** 5mC in 16 eukaryotic species and 2 bacterial strains. Phylogram displayed below represents the evolutionary distance between species. Non-gnotobiotic mammalian and *G. gallus* samples were extracted from brains, *R. temporaria* samples were extracted from liver, *D. rerio* samples were extracted from the posterior end of adults, *C. elegans* were extracted from bleached embryos or young adults, the *E. coli* represent two different K12 strains; wild-type OP501 and *dam*^−^*dcm*^−^ (NEB C2925). Each bar represents the mean +/− standard error of the mean for 2–20 independent samples except for single samples for *R. temporaria, G. gallus, O. aries, R. norvegicus, C. porcellus, B. Taurus, and M. mulatta*. We note that in several UHPLC-ms/ms experiments 6mA was below our limit of detection (< 0.00005%) in metazoan DNAs (data not shown). **b** A heat map of the 6mA and 5mC quantifications and calculated values demonstrates 6mA is rare, if present at all, relative to 5mC in metazoan. **d** Chromatin immunoprecipitation of 293 T gDNA with a histone H3 antibody shows no significant depletion of 6mA levels as assessed by UHPLC-ms/ms. Each bar represents the mean +/− SEM of 3 independent experiments of 1–3 replicates. ns: not significant as assessed by Welch’s t test

To eliminate as much as possible sources of bacterial contaminating DNA, we analyzed gDNA from brains of germ-free gnotobiotic mice. When detected, 6mA levels in the gnotobiotic brain DNA, although low, were comparable to levels in other gnotobiotic tissues, non-gnotobiotic mouse brains, mouse ES cells and other metazoan samples (Fig. 2a, b, and Additional file 3), suggesting that the 6mA DNA methylation detected after subtracting the background is in fact of eukaryotic origin. To examine further whether the detected signal was derived from eukaryotic DNA, we measured 6mA only on chromatinized eukaryotic DNA from human kidney 293 T cells isolated by chromatin immunoprecipitation (ChIP) using anti-histone H3 by UHPLC-ms/ms. The proportion of 6mA in isolated chromatin DNA was not statistically different from input DNA (Fig. 2d and Additional file 1 d). These results, taken together, suggest that most metazoan species have rare 6mA modifications to gDNA in the ppm range under basal conditions. However, because the values we obtained are either not significantly above background or just above background, we cannot completely rule out the possibility that 6mA measurements in all the eukaryotic species we examined under basal conditions, with the exception of *C. reinhardtii*, are an artifact. More sensitive detection techniques or elimination of bacterial DNA contamination from enzyme preparations and eukaryotic DNA samples will be required to settle this question with confidence. We believe proper sample preparation and measurement, including measuring mycoplasma level or bacterial contamination in every biological sample, are required in future reports of 6mA in metazoan. With these precautions taken, identification of specific cell populations or biological conditions where 6mA is significantly elevated, under these stringent analysis parameters, will lend additional credence to the existence and significance of 6mA in metazoan genomic DNA.

The UHPLC-ms/ms method readily detected the more abundant methylated base 5mC in genomic DNA samples, although it couldn’t distinguish 5mC from 3mC since both elute at the same retention time (Fig. 1a). 5mC (+ 3mC) levels ranged from between 1.7–7% in all of the more recently evolved eukaryotes examined, but was not detected in three yeast species, *S. pombe, S. cerevisiae, and S. japonicus,* as previously reported [3] (Fig. 2b). We detected very low levels of 5mC and/or 3mC in *C. elegans* (0.000014%). These low levels of DNA methylation in *C. elegans* could reflect the DNA damage mark 3mC, rather than 5mC. These results confirm that 5mC is the predominant DNA methylation mark in more recently evolved eukaryotes.

### Detection of a sonication-induced and 5mC-dependent methylated cytosine variant in metazoan DNAs

We next quantified 4mC in WT and *dam*^*−*^*dcm*^*−*^ *E. coli* and the same 16 diverse eukaryote species using our UHPLC-ms/ms method. The enzyme preparations had no 4mC contamination (Fig. 1) and as expected [6] the bacterial DNA samples also had no detectable 4mC (Fig. 3a). A small, but well-defined peak with a chromatographic mobility close to where 4mC standards ran was detected in more recently evolved eukaryotic species such as *D. rerio, R. temporaria, G. gallus, B. Taurus, O.aries, M.musculus, R. novegicus, C. porcellus, M.mulata,* and *H. sapiens*, but not in *E. coli* or any of the more ancient eukaryotes, including the three yeast species, *C. reinhardii, C. elegans,* or *S. frugiperda*. This peak consistently eluted 0.04–0.05 min after the 4mC standards (12 trials; *p* < 0.00001 Mann-Whitney U test, Fig. 3b and c). Because we were uncertain about the origin of this peak, we designated it mC*. mC* was only detected in organisms that have elevated levels of 5mC, and its abundance increased after sonication (Fig. 3d). Because mC* was present in organisms which contained 5mC and was enriched upon sonication we hypothesized that mC* was a sonication byproduct of 5mC-containing DNA. To test this hypothesis, we purified gDNA from *C. elegans* and SF9 insect cells, both of which had very low to undetectable concentrations of 5mC, and treated them with the C5-cytosine methyltransferase m.SssI, which C5-methylates all CpG dinucleotides [38]. Sonicated m.SssI-treated *C. elegans* or SF9 genomic DNA, but not untreated or unsonicated DNA, contained detectable mC* (Fig. 3e). This sonication-induced peak required the presence of polynucleotides, as sonication of a mixture of free 5mC nucleotides and dNTPs did not generate detectable mC* (data not shown). Together, these results suggest that sonication of DNA samples that contain 5mC generates a methylcytosine variant distinct from 4mC and that 4mC was not detectable in the eukaryotic species we examined. The molecular identity of this mC* remains to be determined; whether it exists in vivo or is just a sonication artifact is unclear.

**Fig. 3:**
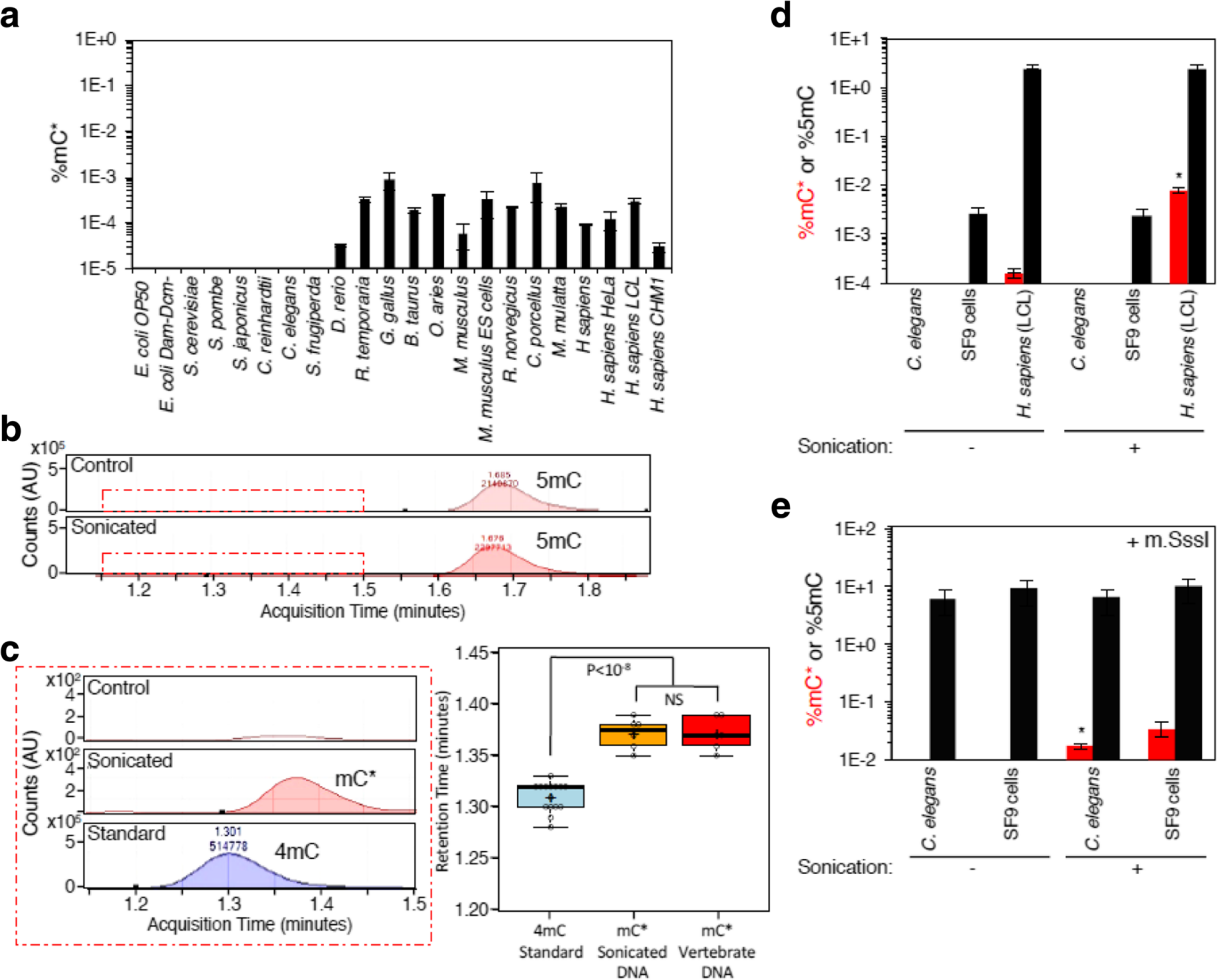
Sonication of DNA generates a 5mC-dependent methylcytosine peak. **a** A methylcytosine peak, denoted mC*, was detected in the DNAs of eukaryotes which have high levels of 5mC (vertebrates and mammals) but undetectable in other organisms. Each bar represents the mean +/− standard error of the mean for 2–13 independent samples. **b** Representative UHPLC-ms/ms chromatograms displays the acquisition time of 5mC before and after sonication of human lymphoblastoid cell line (hLCL) genomic DNA. **c** mC* is detected at a later acquisition time than 4mC. Left panel depicts a zoomed in examination of hLCL genomic DNA with or without sonication from b) demonstrates a peak that appears at a later acquisition time than 4mC standard (lower panel). The inset displays boxplots of the distribution of retention times for 4mC standards (*n* = 15), mC* from DNA sonication of gDNA from several independent eukaryotic species (*n* = 6) and mC* detected in un-sonicated 5mC-containing DNAs from the same samples (n = 6). **d** Sonication of human DNA from a lymphoblastoid cell line (LCL), but not DNA from SF9 insect cells or *C. elegans* results in the generation of mC*. %mC* is shown in red and %5mC is shown in black. This graph represents the mean +/− standard error of the mean for 2 independent experiments. **e** Methylation of *C. elegans* or SF9 cell genomic DNA with the CpG C5-methyltransferase m.SssI followed by sonication is sufficient to generate mC*. %mC* is shown in red and %5mC is shown in black. This graph represents the mean +/− standard error of the mean for 2 independent experiments. *: *p* = 0.0136 by unpaired t test

### Bacteria adhering to zebrafish chorion can appear as a developmentally regulated 6mA and 4mC artifact

6mA has been reported as a developmentally regulated DNA modification in *Drosophila,* zebrafish, pigs, and Arabidopsis [11, 14, 15]. Because of the low to undetectable levels of 4mC and 6mA we found in eukaryotes, including gDNA from adult *D. rerio*, under basal conditions using UHPLC-ms/ms (Figs. 2 and 3), we next examined 4mC, 5mC, and 6mA abundance during early zebrafish development using the same method. Zebrafish have been reported to display increasing levels of 5mC and decreasing levels of 6mA during development [14, 39]. We first remeasured 6mA values across a developmental gradient and found 6mA levels were slightly lower than we had previously reported, but that the developmental decrease in 6mA replicated (Fig. 4a). To examine this more thoroughly, we measured DNA methylation levels in a separate lab on independently housed zebrafish. We found that 5mC levels increased (*p* = 0.001 by one-way ANOVA), and that 4mC and 6mA were relatively abundant in early embryos and declined as development proceeded (Fig. 4b, 4mC: *p* < 0.0001, 6mA: *p* = 0.1474 by one-way ANOVA). However, the relative abundance of prokaryotic DNA content, assessed by 16S rRNA and *frrs1b* (a zebrafish gene) specific primers, also declined as development proceeded (Fig. 4c, p < 0.0001 by one-way ANOVA). We had previously performed 6mA immunoprecipitation followed by sequencing to examine how 6mA localization changed throughout zebrafish development [14]. This sequencing data revealed low levels of mapped bacterial DNA sequence in addition to unmapped reads which did not display a developmental decline (Additional file 2 b). The bacterial DNA content did increase in these sequencing samples after IP (Additional file 2 b), however, these reads were excluded from the sequencing analysis. The chorion that encases developing zebrafish from fertilization until 3 days post-fertilization (dpf) is exposed to diverse microbial species in food and zebrafish feces [40], and therefore we hypothesized that the chorion could be a source of sample contamination in a developmental timing specific manner. Indeed, dechorionation alone, or in combination with 70% ethanol washing, eliminated the majority of bacterial DNA contamination and with it, the majority of 4mC and 6mA signals (Fig. 4d and e). Together these data suggest that 5mC increases during zebrafish development, consistent with previous work [39], but most of the observed changes in 4mC and a good portion of 6mA during development could be due to bacterial contamination of embryo samples. Our previous work had detected a developmental decrease in 6mA concentrations by immunofluorescence (IF) and by 6mA-IP sequencing [14]. Therefore, if IF and 6mA-IP sequencing are accurate, 6mA could still decrease across early development. Due to the contamination of cultured zebrafish, we cannot confidently and precisely quantify DNA methylation levels at specific stages. The development of more quantitative sequencing methods, equivalent to bisulfite sequencing for detection of 5mC, are required to thoroughly analyze the dynamics of 6mA during early development. We believe that more mechanistic studies, including the manipulation of potential 6mA methyltransferases and demethylases, are required to thoroughly dissect the potential roles of 6mA at early development and to support the IF and IP results which can be prone to false positive signals [41, 42].

**Fig. 4:**
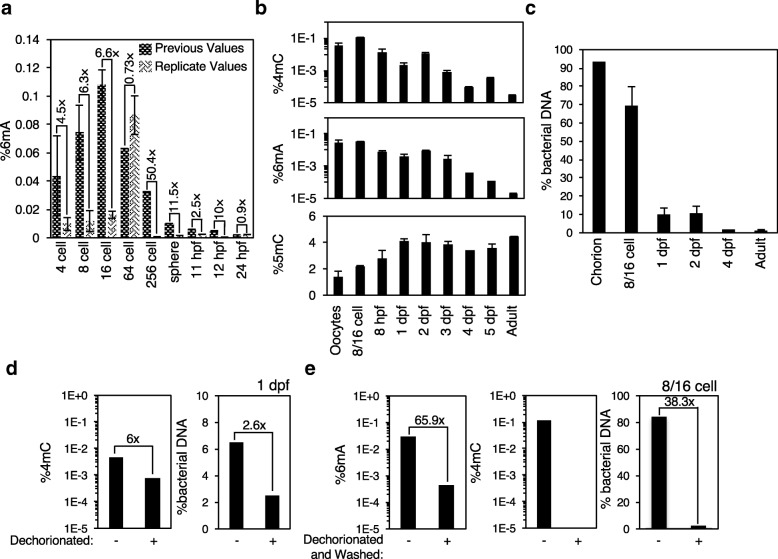
Bacteria adhering to zebrafish chorion presents as a developmental change in 6mA and 4mC concentrations. **a** Replicate UHPLC-ms/ms quantification of zebrafish displays some change in 6mA quantification relative to previously reported [14] values but the developmental decrease was reproduced. Previous values are displayed in trellis bars and new values are displayed in weave bars. Each bar represents the mean +/− standard error of independent samples. **b** Initial UHPLC-ms/ms quantification of zebrafish displays a developmentally correlated increase in 5mC and decrease in 4mC and 6mA. hpf = hours post-fertilizatoin, dpf = days post-fertilization. Each bar represents the mean +/− standard error of the mean of 2–4 independent samples. **c** % bacterial DNA decreases across development as assessed by real-time RT PCR using prokaryote-specific 16S rRNA and zebrafish specific *frrs1b* primers. There is a significant decline in bacterial content with time as assessed by one-way ANOVA (*p* < 0.0001). **d** Dechorionation of 1 dpf zebrafish embryos causes a 6-fold decrease in 4mC (left panel) and 2.6-fold decrease in bacterial contamination (right panel) as assessed by UHPLC-ms/ms and real-time RT PCR respectively. **e** Dechorionation followed by 70% ethanol washing causes a 65.9-fold decrease in 6mA (left panel), elimination of detectable 4mC signal (middle panel), and a 38.3-fold decrease in bacterial contamination (right panel) as assessed by UHPLC-ms/ms and real-time RT PCR

### SMRTseq overestimates 4mC in bacteria

An accurate sequencing method that distinguishes methylated from unmethylated residues should distinguish bona fide methylation in animal genomes from spurious detection due to bacterial contamination. SMRTseq takes advantage of the effects of base modifications in the DNA template on the kinetics of incorporation of complementary nucleotides, to infer DNA methylation events [28]. This technique has been validated in a number of unicellular species [30, 31, 43–46] and we and others, used SMRTseq to map 6mA events in metazoa [10, 13, 15, 20, 30, 47]. SMRTseq is appealing because it provides an independent method for validating the presence of 6mA and can identify modified bases in their sequence context at nucleotide resolution. However, SMRTseq also has a relatively low signal-to-noise ratio and a relatively high false positive rate. In prokaryotes and protists methylation occurs consistently at the same sequence sites. However, if methylation events are less consistent or if the frequency of a base modification is close to the detection level, the error rate can be high. 

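SMRTseq data were collected from 1 library of WT *E. coli* and 1 library of *dam*-*dcm*- *E. coli*, which lacks the Dam and Dcm methyltransferases, so differences between the strains have no replicate check. The sample labels give the K12 substrain MG1655 for both strains, C2 chemistry and 120-minute movies, while the legend of Fig. 2 names OP501 as the wild-type strain and NEB C2925 as the *dam*-*dcm*- strain. The authors mapped the reads to an *E. coli* K-12 MG1655 reference with SMRT Analysis 2.3.0 and deposited each base of each strand whose polymerase kinetics departed from the caller's model of unmodified DNA at a modification QV of 20 or higher. This score is a Phred-scaled p-value, and a QV of 20 corresponds to a p-value of 0.01. Each listed base has the coverage on its strand and the IPD ratio, the observed time between incorporations over the time the model predicts. For bases that the caller assigned to 6mA or 4mC, an identification QV for the type and the estimated fraction of molecules carrying the modification are also given. The WT library has 1539442 listed bases and the *dam*-*dcm*- library 1617794, each with a median coverage of 75 per strand (5th to 95th percentile, 54 to 96 in WT and 53 to 97 in *dam*-*dcm*-). Removal of bases with less than 25X coverage, as in the methods, took out 144 bases in WT and 278 in *dam*-*dcm*-. Bases that were not listed carry no coverage, so the share of the genome with at least 25X coverage could not be counted directly. The reference in the files is 4639675 bases long, a length that differs from the ASM584v2 build named in the labels. The 41-base sequence contexts of the listed bases rebuilt 4630749 bases of it (99.8%) without a conflict. The rebuilt sequence has 2278450 adenines and 2352299 cytosines over both strands, and these are the denominators of the percentages. Intervals are 95% Wilson intervals, which cover counting error only.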

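In the WT library, 42174 adenines were called 6mA, which is 1.85% of the adenines (95% interval, 1.83 to 1.87%). Of the cytosines, 206007 were called 4mC, which is 8.76% (95% interval, 8.72 to 8.79%). Cytosines followed by guanine were called 4mC most often, at 15.4%, against 9.13% of cytosines followed by cytosine, 5.08% of those followed by thymine and 4.03% of those followed by adenine. The 6mA percentage was 1.67% at a modification QV of 50 or higher, while the 4mC percentage fell to 4.25% at a modification QV of 30 or higher and to 0.757% at 50 or higher, and was 5.14% with an identification QV of 20 or higher. With every listed cytosine counted, whatever type the caller gave it, the share rose to 19.1%.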

To test whether SMRTseq is sensitive enough to detect rare methylation events, we first analyzed SMRTseq datasets we generated for WT and *dam*^−^*dcm*^−^ *E. coli,* which have lower levels of 5mC and 6mA (Fig. 2)*.* SMRTseq analysis identified 1.3% of the adenines as 6mA and 6.0% of the cytosines as 4mC in WT *E. coli*. Paired UHPLC-ms/ms quantification of WT *E. coli* detected 2.4% 6mA, in the same range as SMRTseq, but 4mC was below the limit of detection (< 0.00005%). This large discrepancy between 4mC values suggests that SMRTseq is incorrectly calling 4mC peaks. 

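The 4mC calls of the WT library had a median modification QV of 29 and a median IPD ratio of 1.96, and 51.4% of them had a modification QV under 30. An identification QV of 20 or higher was reached by 58.7% of them. The share of cytosines called differed between sequence contexts, with a median of 5.73% over contexts of 5 bases. In the 10 contexts of 5 bases with the highest share of called cytosines, all with guanine after the central cytosine, 38955 cytosines were called, which is 18.9% of the calls in 5.94% of the cytosines. The highest shares were 32.5% in TGCGC (the central cytosine, 6064 of 18658), 30.8% in TGCGG and 29.1% in CGCGC. The lowest share among the 256 contexts was 0.192%, in AACAC (15 of 7797 cytosines). Cytosines of CCWGG, where W is A or T, the site at which Dcm makes 5mC, held 2.19% of the 4mC calls. The second cytosine was called at 13.5% of the 24046 CCWGG sites on both strands and the first at 5.25%, against 8.76% of all cytosines.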

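In the WT library, 37137 of the 42174 6mA calls lay at the adenine of GATC, the site of the Dam methyltransferase, which is 88.1% (95% interval, 87.7 to 88.4%). Viewed from the sites, 97.3% of the 38176 GATC adenines on both strands were called (95% interval, 97.1 to 97.4%). Of the 19088 GATC sites, 18421 were called on both strands, 295 on 1 strand and 372 on neither. Of the 1039 GATC adenines without a call, 696 lay in stretches of at least 1 kb without any listed base, and outside such stretches 99.1% of the GATC adenines were called. A further 1164 calls, 2.76%, lay at sites of EcoKI, the type I restriction-modification system of *E. coli* K-12, which methylates adenine in AACNNNNNNGTGC and its complement GCACNNNNNNGTT. These were 97.8% of the 1190 EcoKI adenines (95% interval, 96.8 to 98.5%). At ATGCAT, the site of the orphan methyltransferase YhdJ, 3 of 1676 adenines were called, and at sites of EcoBI, the related system of *E. coli* B, 1 of 1369 adenines was called after those that are also GATC or EcoKI sites were left out. The remaining 3873 calls, 9.18%, lay at none of the GATC and EcoKI sites. The share of these calls was highest where the adenine was followed by GG, with 3.65% of the adenines called in TGAGG and 3.56% in AGAGG.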

GATC is the motif recognized by the Dam methylase [48], and 92% of the 6mA sites identified in WT *E. coli* were present in GATC motifs. 

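The GATC adenines separated the *dam*-*dcm*- library from WT. Of the 38176 GATC adenines, 41 were called 6mA in *dam*-*dcm*- *E. coli*, which is 0.107% (95% interval, 0.0792 to 0.146%), and no GATC site was called on both strands. This share was 0.0419% at a modification QV of 30 or higher, 0.00262% at 50 or higher and 0.0576% with an identification QV of 20 or higher. Over all adenines, 5126 were called, which is 0.225% (95% interval, 0.219 to 0.231%), and the WT percentage was 8.23-fold that of *dam*-*dcm*- (95% interval, 7.99 to 8.47). At a modification QV of 30 or higher the *dam*-*dcm*- percentage was 0.114% and the fold 15.4, and at 50 or higher they were 0.0285% and 58.4. Requiring an identification QV of 20 or higher gave 0.109% and a fold of 16.0, and counting every listed adenine gave 0.450% and a fold of 4.55. At EcoKI sites, 476 of the 1190 adenines were called, which is 40.0% (95% interval, 37.3 to 42.8%). On 164 of the 595 EcoKI sites both strands were called, on 148 only 1 strand and on 283 neither, against 579, 6 and 10 in WT. The called share at EcoKI sites was 14.6% at a modification QV of 50 or higher and 26.5% with an identification QV of 20 or higher. The other 4609 calls, 89.9% of the total, lay outside GATC and EcoKI sites, and 1748 of them were at adenines that were also called in WT. Their most frequent contexts were again TGAGG, with 4.08% of the adenines called, and AGAGG, with 3.85%, and 9 of the 10 contexts with the highest share were shared with WT.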

In *dam*^−^*dcm*^−^ *E. coli*, SMRTseq identified 0.14% of the adenines as 6mA, a 27-fold reduction compared to WT. 

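In the *dam*-*dcm*- library, 242524 cytosines were called 4mC, which is 10.3% of the cytosines (95% interval, 10.27 to 10.35%). The ratio to the WT percentage was 1.18 (95% interval, 1.17 to 1.18), without a replicate of either strain. As in WT, the percentage depended on the modification QV, with 5.14% at 30 or higher 0.905% at 50 or higher and 6.29% with an identification QV of 20 or higher, and with every listed cytosine counted it was 21.3%. The sites of Dcm ran the other way. The second cytosine of CCWGG, which Dcm methylates to 5mC, was called 4mC at 13.5% of 24046 sites in WT (95% interval, 13.1 to 14.0%) and at 7.76% in *dam*-*dcm*- (95% interval, 7.43 to 8.11%), a ratio of 1.74 for WT over *dam*-*dcm*- (95% interval, 1.65 to 1.84). At a modification QV of 50 or higher these shares were 2.21% and 0.287%, at 30 or higher 8.52% and 3.22%, and with an identification QV of 20 or higher 7.88% and 4.07%. With any listed type counted they were 32.2% and 23.3%. The first cytosine of CCWGG, which Dcm does not methylate, was called at 5.25% of the sites in WT and at 5.19% in *dam*-*dcm*-. Of the 25 positions within 12 bases of the methylated cytosine, itself included, 7 were listed more often in WT and 18 less often, and the former include those 5′ of it with 26.4% against 18.3% at 6 bases, 30.7% against 24.9% at 3 bases and 33.3% against 26.4% at 2 bases. Over all bases other than GATC adenines, the number listed in WT was 0.929 times that in *dam*-*dcm*-. Of the 24 neighbouring positions within 12 bases of the GATC adenine on the same strand, 14 had a lower ratio than this, and the lowest was 0.388, at 4 bases 5′ of the adenine (7.59% listed in WT and 19.5% in *dam*-*dcm*-). Calls of 4mC ran the other way at 5 bases 5′ of the adenine, with 4.04% of the positions in WT and 1.61% in *dam*-*dcm*-. At every other neighbouring position with 4mC calls, their share was lower in WT. Around CCWGG, 8 of the 25 positions had a lower ratio than this, and the median ratio was 0.959, against 0.870 around GATC. Cytosines within 20 bases of a GATC adenine were called 4mC at 8.38% in WT and at 10.3% in *dam*-*dcm*-, and those farther away at 8.83% and 10.3%.

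**Figure D1:**
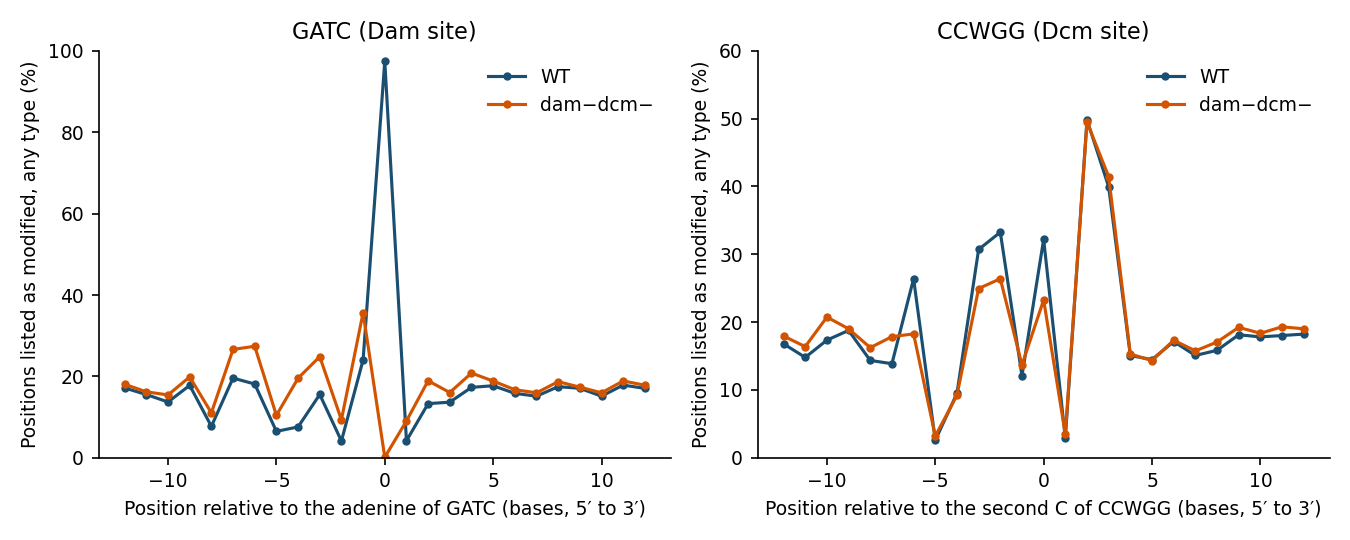
Share of bases listed as modified, of any type and at 25X coverage or more, by position on the strand of the motif relative to the adenine of GATC (left, 38176 sites) and the second cytosine of CCWGG (right, 24046 sites), in the WT and *dam*-*dcm*- libraries (1 each). Position 0 of GATC was listed at 97.4% in WT and 0.147% in *dam*-*dcm*-, and position 0 of CCWGG at 32.2% and 23.3%.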

In *dam*^−^*dcm*^−^ *E. coli*, there was no reduction in 4mC content - 7.1% of the cytosines were 4mC, which was similar to the WT value of 6.0%. These data suggest that SMRTseq has a high false positive rate for detecting 4mC. By contrast, and as expected, UHPLC-ms/ms quantification of 6mA in *dam*^−^*dcm*^−^ *E. coli* DNA was significantly reduced in the mutant compared to WT bacteria to 0.04% 6mA (60-fold reduction) and 4mC remained undetectable (Table 1). Together these data suggest that 6mA identification by SMRTseq in prokaryotes appears to be reliable, while 4mC identification by SMRTseq, using standard algorithms, exceeds levels measured using UHPLC-ms/ms by many orders of magnitude and may be unreliable. 

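The same cytosines were often called 4mC in both libraries. Of the WT calls, 110677 (53.7%) were also called in *dam*-*dcm*-, which is 45.6% of the *dam*-*dcm*- calls and 5.21 times the 21239 expected if the calls of each library fell on cytosines independently. When the expectation was taken within each context of 5 bases, the ratio was 3.17. The part of the WT calls shared with *dam*-*dcm*- was 46.3% at a modification QV of 30 or higher, 42.8% at 50 or higher, 49.6% with an identification QV of 20 or higher and 60.3% with every listed cytosine counted. Against the expectation over all cytosines, the ratios at these settings were 9.00, 47.2, 7.89 and 2.83. Such a ratio can be larger where fewer cytosines are called, with a highest possible value of 9.70 for all calls and of 110.5 at a modification QV of 50 or higher. Across the 256 contexts, the share of cytosines called 4mC ranged from 0.321% to 37.1% in *dam*-*dcm*-, and Spearman's rho between the libraries was 0.99 (across contexts, which are not independent replicates). The share was higher in *dam*-*dcm*- in 241 of the 256 contexts. Of the 10 contexts with the highest share, 9 were the same in both libraries. TGCGC was the highest in each, and ACCGC, with 26.2%, was among the 10 in *dam*-*dcm*- but not in WT. From the 4mC percentages of the 2 strains, the paper proposes a high false positive rate of SMRTseq for 4mC. It also proposes incorrect 4mC calls from the gap to its UHPLC-ms/ms measurement of WT, which detected no 4mC.

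**Figure D2:**
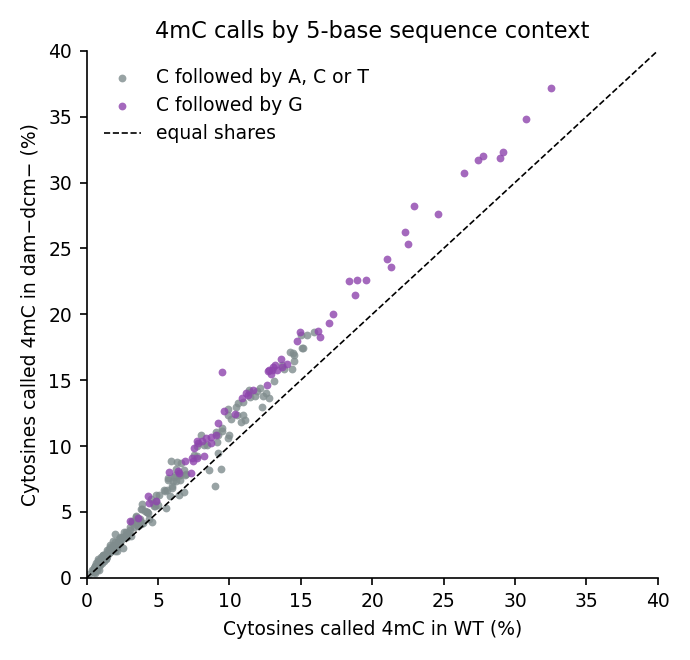
Percent of cytosines called 4mC in WT (x axis) and in *dam*-*dcm*- *E. coli* (y axis), with 1 point for each of the 256 contexts of 5 bases centred on the cytosine and the dashed line marking equal shares. Contexts with guanine after the cytosine reach the highest shares in both libraries.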

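The scores of the calls differed between their kinds. The 6mA calls in GATC in WT had a median modification QV of 104 and a median IPD ratio of 4.62, and the estimated fraction of molecules modified had a median of 0.911 (25th to 75th percentile, 0.833 to 0.976). Calls at EcoKI sites in WT had a median QV of 100, a median IPD ratio of 4.51 and a median fraction of 0.872. In *dam*-*dcm*- the called EcoKI adenines had a median QV of 43, a median IPD ratio of 2.49 and a median fraction of 0.473 (25th to 75th percentile, 0.370 to 0.602). The 6mA calls outside both motifs had a median QV of 29 in each library, with a median IPD ratio of 1.82 in WT and 1.79 in *dam*-*dcm*- and a median fraction of 0.351 and 0.344. The 41 calls in GATC in *dam*-*dcm*- had a median QV of 26 and a median fraction of 0.332. For 4mC, the *dam*-*dcm*- calls had the same median QV and IPD ratio as in WT, and the median fraction was 0.741 in WT and 0.737 in *dam*-*dcm*-. A modification QV under 30 was found for 0.253% of the GATC calls in WT, for 50.7% of the 6mA calls outside both motifs in WT and for 50.2% of the 4mC calls in *dam*-*dcm*-. Taking its SMRTseq and UHPLC-ms/ms data together, the paper proposes that 6mA identification by SMRTseq in prokaryotes appears reliable, and that 4mC identification, which exceeds the UHPLC-ms/ms levels, may not be.

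**Figure D3:**
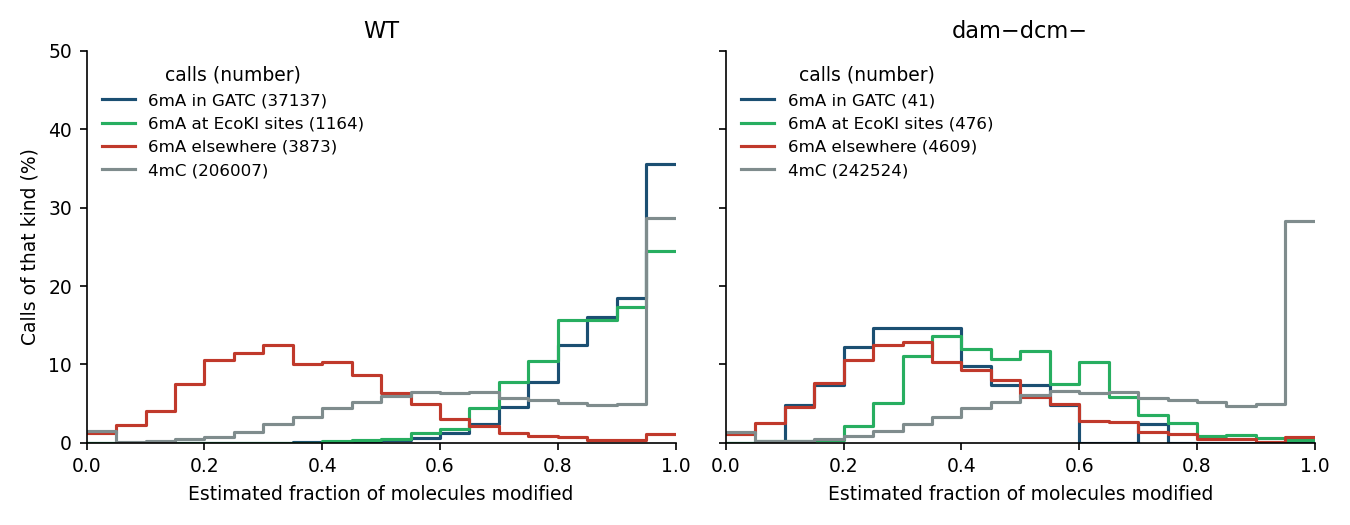
Distribution of the estimated fraction of molecules modified (x axis, in steps of 0.05) among the 6mA calls in GATC, at EcoKI sites and elsewhere and among the 4mC calls, as a percent of the calls of each kind, in WT (left) and *dam*-*dcm*- *E. coli* (right). In WT, 94.9% of the GATC calls lie above 0.7, against 4.67% of the 6mA calls elsewhere.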

Several cytosine modifications alter the polymerase kinetics in SMRTseq [49], making it difficult for this technology to correctly assign N4-cytosine methylation. For appropriate identification of 4mC it will be necessary to employ orthogonal technologies.

**Table 1:**
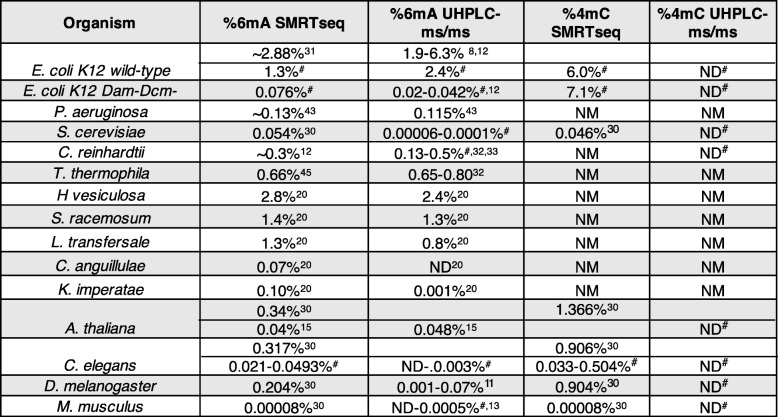
Comparison of SMRTseq concentrations to UHPLC-ms/m. Calculated DNA methylation concentrations from SMRTseq or UHPLC-ms/ms demonstrates that 6 mA quantification by SMRTseq is more accurate at higher levels of 6mA than when it is less abundant and SMRTseq is inaccurate when identifying 4mC

# indicates measurements performed in this study, ND indicates not detectable at our limit of detection (< 0.00003% for 6 mA and < 0.00005% for 4mC), NM indicates not measured or not reported

### SMRTseq overestimates concentrations of 6mA and 4mC in eukaryotes relative to UHPLC-ms/ms

Based on these results, we reviewed SMRTseq data we had generated using DNA extracted from the L4 stage of *C. elegans* [10] and publicly available SMRTseq data generated by Pacbio (http://datasets.pacb.com.s3.amazonaws.com/2014/c_elegans/list.html) of mixed stage *C. elegans* to determine whether SMRTseq 6mA identification accuracy decreased when 6mA abundance is low. Neither of the *C. elegans* datasets completely covered the *C. elegans* genome, but there was sufficiently high coverage to identify 6mA and 4mC modifications provisionally. Our L4 stage SMRTseq dataset had 28.3% genome coverage, while the mixed stage dataset had 81.4% genome coverage, using 25x coverage density as a cutoff. In L4 staged worms, using the strictest calling criteria, 4095 cytosines and 8494 adenines were identified as 4mC and 6mA, respectively – corresponding to 0.039 and 0.046% of the total covered nucleotides (Additional file 4). The mixed stage dataset, which had much higher coverage density, identified a higher frequency of putative 4mC and 6mA sites – 169,497 cytosines and 43,139 adenines were called as methylated by the SMRTseq algorithm (0.588 and 0.081%, respectively) (Additional file 4). There was relatively little overlap between the two datasets (336 shared 4mCs and 278 shared 6mAs of nucleotides covered with sufficient density, Additional file 4), although this overlap was significant (*p* < 2.2E-16 Fisher’s exact test). This difference in methylated sites identified by SMRTseq in L4 and mixed stage *C. elegans* suggests that 4mC and 6mA could either be largely artifactual or, if present, may vary according to developmental stage and/or environmental conditions. However, the frequency of 4mC and 6mA in the SMRTseq analysis far exceeded the frequency detected by UHPLC-ms/ms (Table 1: SMRTseq 6mA: 0.021–0.0493%, UHPLC-ms/ms 6mA: ND-0.003%, SMRTseq 4mC: 0.033–0.504%, UHPLC-ms/ms 4mC: ND).

SMRTseq analysis of called methylated residues in *C. elegans* datasets revealed regional rather than base pair level of overlap of methylation. There was a higher concordance between the two datasets as the length of the sequences being compared increased (27.7% overlap within 50 base pair window, 41.2% within 100 bp, 57.1% within 200 bp, and 77.4% within 500 bp), suggesting that there might be regions that are more prone to methylation. In our previous analysis of 6mA sites in *C. elegans*, we merged two SMRTseq datasets (L4 and mixed stage) to achieve higher sequencing depth and concluded that 6mA was uniformly distributed across the *C. elegans* genome [10]. However, these 6mA datasets were generated with different chemistries, but merged and analyzed as though produced with a single type of chemical reaction. Merging data obtained with different protocols on differently staged worms caused loss of information of genomic patterning. A reanalysis of the same datasets, analyzed separately, now found that both 6mA and 4mC were significantly depleted from the X chromosome, enriched on introns, and depleted from exons (data not shown). However, as stated earlier, the absolute concentration of 6mA and 4mC was significantly higher than what was detected by UHPLC-ms/ms (Table 1), which calls into question the SMRTseq analysis. These analyses suggest that the putative sites of 6mA and 4mC identified by SMRTseq in an organism with a low abundance of these modifications could overestimate true methylation sites.

To determine whether the differences in SMRTseq and UHPLC-ms/ms values we observed in *C. elegans* were present in other eukaryotes, we examined published SMRTseq values in a variety of eukaryotes and compared them with our own and published UHPLC-ms/ms measurements (Table 1). For a variety of fungi, the two methods showed reasonable concordance of 6mA in genomes with abundant 6mA but orders of magnitude more 6mA were reported by SMRTseq than UHPLC-ms/ms in fungi with sparse 6mA [20]. *T. thermophila, L. transfersale, S. racemosum,* and *H. vesiculosa* had SMRTseq 6mA values of 0.66, 1.3, 1.4, and 2.8%, respectively, with similar UHPLC-ms/ms measurements of 0.65–0.8, 0.8, 1.3, and 2.4%, respectively. However, in fungi with less abundant 6mA, such as *K. imperatae* and *C. anguillulae,* SMRTseq values for 6mA abundance were much greater than UHPLC-ms/ms values (SMRTseq 0.1% vs UHPLC-ms/ms 0.001 and 0.007% vs not detectable, respectively). One group reported similar values for 6mA in *A. thaliana* by SMRTseq (0.04%) and UHPLC-ms/ms (0.048%) [15], but a second group detected 10x higher 6mA by SMRTseq (0.34%) [30]. The reported 6mA concentration in *D. melanogaster* by SMRTseq analysis performed by one group (0.204%) [30] was substantially higher than the UHPLC-ms/ms values detected by an independent group (0.001–0.07%) [11]. An analysis of mouse 6mA levels by SMRTseq (0.00008%) reported by [30] lies within the range that we detected by UHPLC-ms/ms and by others [13] in *M. musculus* tissues and cell lines (not detected-0.0005%). Therefore, some SMRTseq analyses of 6mA in different species are in concordance with UHPLC-ms/ms measurements, while other estimates are many folds greater, suggesting that differences in sample preparation, sequence-specific sources of false positive signals, other DNA modificaitons, or bioinformatics analysis could contribute to overestimation of 6mA abundance.

4mC was detected by SMRTseq in *S. cerevisiae* (0.046%), *A. thaliana* (1.366%), *D. melanogaster* (0.904%), and *M. musculus* (0.00008%) [30]. However, we were unable to detect 4mC in any of those species by UHPLC-ms/ms, where our limit of detection was < 0.00005%. The detection of 4mC in eukaryotic gDNA by SMRTseq may be prone to false-positive detection, as we found in our analysis of bacterial DNA. Thus, SMRTseq identification of 4mC and 6mA in both eukaryotes and prokaryotes sometimes greatly exceeds the frequency of these modifications detected by UHPLC-ms/ms (Table 1).

### Exogenous methylated nucleosides can be incorporated into mammalian DNA

Human cells have been reported to take up exogenous N6-adenine methylated nucleotides and incorporate them into their own DNA [25, 34]. Bacteria, which are consumed, as a primary source of food, such as in *C. elegans,* or that co-exist as microbiota in other metazoa, could provide a source of 6mA for eukaryotes through the recycling of bacterial DNA bases. To determine whether exogenous 6mA is incorporated into mammalian DNA, we supplied concentrated exogenous methylated or unmethylated nucleosides in the media of mouse myoblast C2C12 cells for five days and extracted gDNA after rigorous washing. We then performed UHPLC-ms/ms analysis on digested gDNA. In parallel, undigested gDNA was analyzed to quantify the background amount of unincorporated nucleosides that were co-purified, which was subtracted from the measured concentration of methylated nucleosides in digested DNA. No 6mA was detected in DNA harvested from cells whose culture media contained only unmethylated adenine but 0.0104 +/− 0.0008% 6mA was found in gDNA cultured in medium that contained exogenous N6-methylated adenine. Thus C2C12 cells incorporated exogenous 6mA supplied in the media (Fig. 5a). When these experiments were performed 6mA was below our limit of detection under basal conditions, which highlights the variability of 6mA detection from experiment to experiment. To further confirm that the detected 6mA was incorporated into the gDNA of the mammalian cells, we repeated these experiments using gel purified high mass gDNA. Again, we found significant 6mA incorporated into gel-purified C2C12 gDNA that was similar in abundance to the value measured in gDNA that was not gel-purified (0.0180 +/− 0.0008%) (Fig. 5b). This result suggests that a portion of 6mA DNA methylation in animal genomes could be due to incorporation of exogenous methylated bases rather than autonomously regulated, directed methylation.

**Fig. 5:**
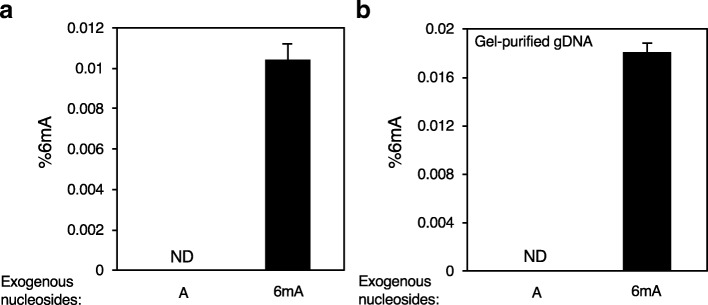
Exogenous methylated nucleosides are incorporated into mammalian DNA. **a** Exogenously supplied 6mA nucleosides were incorporated by C2C12 cells as assessed by UHPLC-ms/ms. Cells were continuously supplemented in their media with 1 mM A or 6mA nucleoside for 5 days. ND is not detected at our limit of detection < 0.00003%. This graph represents the mean +/− SEM for three biological replicates where undigested signal was subtracted from digested signal. **b** Gel-purified C2C12 gDNA reveals incorporation of exogenous 6mA when continuously supplemented in the media (1 mM for 5 days). Graph represents the mean +/− SEM for two biological replicates where undigested signal was subtracted from digested signal

## Discussion

Reported estimates of the frequency of 6mA and 4mC modifications in genomic DNA from multiple species as determined by UHPLC-ms/ms and SMRTseq analysis vary widely. This study was undertaken to try to understand the source of these discrepancies. We uncovered several potential artifacts that plague the use of both methods that could lead to overestimates of 6mA and 4mC levels, especially when they are rare (<< 1% of base modified). Importantly, the enzymes used to digest gDNA prior to UHPLC-ms/ms analysis can be contaminated with methylated and unmethylated nucleosides (Fig. 1) that presumably co-purified with the DNases and alkaline phosphatases that are commercially available. When we subtracted the background levels of contaminating 6mA and 4mC present in the enzyme preparations in the absence of gDNA, we found that estimates of 6mA by SMRTseq and UHPLC-ms/ms in bacteria and highly expressing fungi were comparable and likely accurate (Table 1), but much lower, or in some cases at the detection limit, levels of 6mA were found in more recently evolved eukaryotic genomes under basal conditions. Expressing and purifying these enzymes from cells that lack these modifications or removing the contaminating DNA from the enzyme preparations should greatly reduce this UHPLC-ms/ms background and improve its ability to detect rare methylation events. Since 4mC and 6mA are abundant in bacterial DNA, sample contamination with bacteria in food or microbiota also led to concentration overestimates due to bacterial DNA contamination, as we found here in our analysis of changes in 6mA DNA methylation during zebrafish embryo development (Fig. 4). Mycoplasma contamination could provide a source of elevated 6mA in cell lines. Another potential source of artifactually elevated UHPLC-ms/ms estimates of 4mC could arise from sonication of 5mC-containing DNA that gives rise to a methylated cytosine variant, which has mobility similar to 4mC that we denote mC* (Fig. 3).

We also found that SMRTseq likely overestimates 4mC and 6mA abundance, especially when these modifications are rare (Table 1). Although some groups obtained similar values of 6mA using UHPLC-ms/ms or SMRTseq, other groups report much higher 6mA values in eukaryotes by SMRTseq [15, 20, 45]. We think it is likely that these higher estimates are overestimates. It is unclear whether this might be because of bacterial contamination in sample preparation or might simply require more stringent bioinformatics analysis [47]. Accuracy may be especially a problem when methylation does not consistently occur within a consensus motif.

We did not detect 4mC above background by UHPLC-ms/ms in any of the bacterial or eukaryotic gDNAs we analyzed in this study (Fig. 3). There was no 4mC contamination of the DNase/phosphatase enzyme preparation we used, so the lack of detection was not caused by background noise. This was in contrast to SMRTseq analysis of bacterial and eukaryotic DNA [30], which reported 4mC modifications in the percentile range. This discrepancy between UHPLC-ms/ms readings strongly suggests that SMRTseq calls of 4mC in certain bacteria and other species are largely artefactual. SMRTseq analyses may be misinterpreting another modification as 4mC.

## Conclusions

Our review of the literature and our own data here, coupled with our new UHPLC-ms/ms data that take into account background 6mA in enzyme preparations, suggest that 6mA in eukaryotic genomic DNA that have been studied, with the exception of ciliates, chlamydomonas and some fungi, is rare, occurring at most in the ppm range under basal conditions. The 6mA abundance values we obtained by UHPLC-ms/ms in metazoa are close to our limit of detection (< 0.00003%). We also confirmed previous findings [25, 34] that exogenous 6mA nucleosides can be incorporated into eukaryotic DNA, suggesting that some 6mA might be randomly inserted into gDNA from bacterial DNA decay products. However, we found low, but detectable 6mA above background in samples from multiple tissues of gnotobiotic mice, which eliminated bacterial contamination as a source of 6mA. These results taken together suggest that 6mA is a rare modification in more recently evolved eukaryotic genomes under basal conditions. Although we cannot be certain that it exists or is the product of directed DNA methylation, it may be present and become elevated at specific loci or specific developmental stages [50], or plays roles under certain stress conditions [18, 19, 23]. It will be critical, in the coming years, to identify biological conditions where 6mA becomes appreciably elevated. We strongly recommend using and confirming mycoplasma-free cells in each experiment, developing quantitative accurate sequencing technologies to map and quantify 6mA at single-base resolution in gDNA, coupled with specific probe-based pull-down of DNA loci enriched with 6mA for accurate UHPLC-ms/ms analysis, and identifying enzymes that install or erase these methylation events to understand their biological significance in more recently evolved eukaryotes.

## Methods

### DNA digestion and UHPLC-ms/ms analysis

For digestion reactions using Nuclease P1, 1–5 μg of gDNA was incubated with 1 U of Nuclease P1 (Wako USA) in a buffer containing 10 mM NH_4_OAc pH 5.3, 2 mM ZnCl_2_ at 42 °C overnight. Digestion was followed by adding 3.5 μl of 1 M NH_4_HCO_3_ and 1 μl of Phosphodiesterase I from *Crotalus adamanteus* venom (0.001 U/ μl, Sigma-Aldrich) at 37 °C for 2 h and then by addition of 1 U of alkaline phosphatase from *E. coli* (Sigma-Aldrich) at 37 °C for 2 h. For digestion reactions using S1 nuclease (ThermoScientific), gDNA was first denatured at 95 °C for 5 min. The denatured DNA was then incubated with 1 U of S1 nuclease for 2 h at 37 °C, and dephosphorylated by addition of thermosensitive Fast alkaline phosphatase (FastAP, Thermo Scientific) for 1 h at 37 °C. 1–5 μg of genomic (g)DNA was digested to free nucleosides using 5-15 U of DNA Degradase Plus (Zymo Research) in 25 μl reactions incubated for 2 h at 37 °C. For the preparation of calibration standards, pure dCTP, N4-methyl-dCTP (4mdCTP) or 5-methyl-dCTP (5mdCTP) were also digested with 10 U of DNA Degradase Plus in 25 μl reactions for 2 h at 37 °C. After digestion of samples or pure standards, the volume was brought to 100 μl with ddH2O followed by filtration using 0.22 μm Millex Syringe Filters. 5 μl of the filtered solution was analyzed by LC-MS/MS. The separation of nucleosides was performed using an Agilent 1290 UHPLC system with a C18 reversed-phase column (2.1 × 50 mm, 1.8 m). The mobile phase A was water with 0.1% (v/v) formic acid and mobile phase B was methanol with 0.1% (v/v) formic acid. The gradient and flow rate was optimized to maximize the separation of 4mdC and 5mdC peaks. Online mass spectrometry detection was performed using an Agilent 6470 triple quadrupole mass spectrometer in positive electrospray ionization mode. Quantification was accomplished in dynamic multiple reaction monitoring (dMRM) mode by monitoring the transitions of 228.2 → 112.1 (dC), 242.2 → 126.1 (4mdC/5mdC). dC, 4mdC and 5mdC were quantified using corresponding calibration curves generated with pure standards.

To quantify 6mA concentrations in metazoan gDNA samples, we used pure 2’deoxyadenosine (dA) and N6-methyl-2′-deoxyadenosine (6mA) nucleosides as calibration standards. Digested samples or pure nucleoside standards were diluted to 100 μl with ddH2O and filtered through 0.22 μm Millex Syringe Filters. 5 μl of the filtered solution was injected for LC-MS/MS analysis, and analyzed using the Agilent 1290 UHPLC system with a C18 reversed-phase column (2.1 × 50 mm, 1.8 m). Mobile phase A consisted of water with 0.1% (v/v) formic acid and mobile phase B consisted of methanol with 0.1% (v/v) formic acid. Mass spectrometry detection was performed using an Agilent 6470 triple quadrupole mass spectrometer in positive electrospray ionization mode and data were quantified in dynamic multiple reaction monitoring (dMRM) mode, by monitoring the mass transitions 252.1 ➔136.0 for dA and 266.1➔150.0 for 6mA. The ratio of 6mdA/A in gDNA samples was quantified using calibration curves from serial dilutions of pure 6mA or dA standards. As a negative control in each UHPLC-ms/ms experiment, we included a “mock” digestion reaction, consisting of DNA Degradase Plus and digestion buffer in water, without any added DNA. This control established the background level of 6mA and dA in the reagents, which was subtracted from the values of each gDNA sample. We additionally performed mock extractions using proteinase K and RNase A with water processed through DNA extraction columns and found similar levels of contamination as in our mock reaction with water and the digestion enzymes.

### Worm strains

The N2 Bristol strain was used as the wild-type strain. Worms were grown on *dam*^*−*^*dcm*^*−*^ bacteria (NEB C2925) on standard NGM plates in all experiments.

### Zebrafish husbandry and preparation of gDNA from embryos

Zebrafish were housed at 28.5 °C water tanks using standard maintenance protocols [51]. The wildtype AB zebrafish strain was originally obtained from the Zebrafish International Resource Center. Generation of staged embryos was achieved by paired mating of adult zebrafish (3–24 months of age) in divided tanks to separate males from females. Dividers were removed following mating and egg production was monitored to establish the time of fertilization. Zebrafish embryos younger than 3 days post fertilization (dpf) were either washed three times for 10 min in 50 mL distilled water or manually dechorionated followed by washing in water or sequentially in water, three times in 70% ethanol washes for 20 min and then three times in water. All zebrafish embryos were euthanized by freezing and adult fish were euthanized using 250 mg/l tricaine methane sulfonate (MS-222) in accordance with the guidelines of IACUC animal protocol number 04487.

### gDNA extraction

gDNA samples from *R. temporaria* (liver), *G. gallus* (brain), *B. taurus* (brain), *O. aries* (brain), *R. norvegicus* (brain), *C. porcellus* (brain), *M. mulatta* (brain) and *H. sapiens* (brain) were obtained from Zyagen (Life Sciences). gDNA samples from *D. melanogaster* were obtained from the Drosophila species stock center. Gnotobiotic mouse brain tissues were obtained from the Gnotobiotics, Microbiology and Metagenomics Core of the Harvard Digestive Disease Center. Results for Gnotobiotic mouse tissues are presented in Additional file 3. For extraction of *C. elegans* embryo gDNA, gravid adult worms were washed in sterile M9 buffer and bleached with 5% hypochlorite solution to dissolve and kill adult worms and bacteria and release the embryos. Egg pellets were then subjected to six freeze-thaw cycles in liquid nitrogen and incubated overnight in digestion buffer with proteinase K (Invitrogen PureLink Genomic DNA Mini kit). Digested samples were treated with RNase A and gDNA was column-purified using the Invitrogen PureLink Genomic DNA Mini kit using the protocol for mouse tail gDNA. gDNA from SF9 cells (*S. frugiperda*) and human cell lines (*H. sapiens*), mouse ES cells (*M. musculus*), or *C. reinhardtii* was extracted using the Invitrogen PureLink Genomic DNA Mini kit following the manufacturer’s instructions for isolating gDNA from mammalian cells. gDNA from the three yeast species (*S.pombe, S. japonicas,* and *S. cerevisiae*) was extracted folloring the manusfacturer’s instructions for isolating gDNA from Gram Positive Bacterial Cell Lysates, gDNA from *E. coli* was extracted following instructions for isolating gDNA from Gram Negative Bacteria, and gDNA from mouse tissues (*M. musculus*) or *D. rerio* was extracted following instructions for isolating gDNA from mammalian tissues.

### Bacterial 16S primers

Real-time PCR was performed using 16S rRNA primers 16S F: ACTCCTACGGGAGGCAGCAGT, 16S R: TATTACCGCGGCTGCTGGC, using a serial dilution of *E. coli* DNA as standards. Because 16S copy number varies across bacterial species [37], these PCR reactions demonstrate the presence or absence of prokaryotic DNA, but are not necessarily quantitative.

### Zebrafish DNA specific primers

The relative percentage of zebrafish DNA in embryo samples relative to bacterial DNA was assessed using *D. rerio frrs1b* DNA-specific primers: *frrs1b* F: GAGTTTCCTTGGCTGTG, *frrs1b* R*:* AAATGAAGAAAGGGAGG.

### SMRT-sequencing analysis

Raw data are available from 1) Pacbio public database (http://datasets.pacb.com.s3.amazonaws.com/2014/c_elegans/list.html) and 2) GEO accession numbers GSE66504, GSE86993, and GSE116942. SMRT Analysis 2.3.0 was used to detect base modifications, using *C. elegans* ce10 and *E. coli* K-12 MG1655 as references. The RS_Modification_Detection_and Motif_Analysis.1 protocol was applied; only the unambiguously mapped reads with minimum map QV30 and reads in the modification detection step were used. Putative modifications were detected as positions with 20 or higher modification QV (*p*-value < 0.01). To increase reliability, we removed putative modification sites with less than 25X coverage per strand. Motif discovery was performed using DREME [52] and motif scanning was performed using CENTRIMO [53].

### α-Histone H3 ChIP

Two hundred ninety-three T cells were crosslinked with 1% formaldehyde at room temperature for 10 min followed by the addition of 0.125 M glycine. Cells were washed 3 times with ice-cold PBS and the cell pellet was washed sequentially at 4 °C in LB1 buffer (50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, protease inhibitors) and LB2 buffer (20 mM Tris-Cl pH 7.5, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, protease inhibitors) and resuspended in LB3 buffer (20 mM Tris-Cl pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% Na deoxycholate, 0.1% SDS, protease inhibitors) and sonication for 12 15-s cycles using a Q Sonica sonicator (25–30% output) in an ethanol-ice bath. After 2 rounds of centrifugation, 500 μl of the chromatin supernatant fraction (25 μg DNA) was used for immune precipitation with 5 μg of anti-histone H3 antibody (Abcam ab1791). 50 μl of the chromatin fraction was saved as input. Immunoprecipitation was performed with BSA-blocked Protein G Magnetic Dynabeads (Invitrogen) overnight at 4 °C. The immunoprecipitates were washed twice with LB3, twice with LB3-high salt buffer (500 mM NaCl), 3 times with RIPA buffer (50 mM Hepes-KOH pH 7.5, 0.25 M LiCl, 1 mM EDTA, 0.5% Na deoxycholate, 1% NP-40) and once with TE50 buffer (50 mM Tris-Cl pH 8, 1 mM EDTA). DNA-protein complexes were eluted from the beads twice with Talianidis Elution buffer (70 mM Tris-Cl pH 8, 1 mM EDTA, 1.5% SDS) at 65 °C for 15 min. The input sample was diluted 1/10 with elution buffer. After adding 200 mM NaCl, crosslinking was reversed by incubation overnight at 65 °C, and samples were incubated with 20 μg RNAse for 1 h at 37 °C, followed by the addition of 5 mM EDTA and 40 μg of Proteinase K for 2 h at 42 °C. DNA was extracted once with phenol-chloroform and once with chloroform, followed by the addition of 20 μg glycogen and ethanol precipitation overnight at − 20 °C. After centrifugation, the DNA pellets were washed twice with 70% ethanol and DNA was resuspended in 50 μl ddH2O. Input and anti-H3 IP DNA was digested to nucleosides followed by 6mdA quantification using LC-ms/ms as described above.

### Exogenous nucleoside incubation

C2C12 cells were maintained in DMEM (11995–062, ThermoFisher Scientific) with 10% FBS and antibiotics (100 units/ml penicillin and 100 μg/ml streptomycin) under standard tissue culture conditions. Media was replaced every day and supplemented with 1 mM A or 6mA nucleosides for 5 successive days.

## Additional files

Additional file 1: Representative UHPLC-ms/ms chromatograms demonstrate 6mA signal and mock correction. Representative UHPLC-ms/ms chromatograms displays the 6mA peak in *C. elegans* samples (top panel) and mock digestions (lower panel) when signal was a) detected or b) not detected. Mock digestions are subtracted from sample digestions to calculate percent 6mA. c) 6mA concentrations (pmol) in all replicate samples for Fig. 2d, including the mock digestion reactions (black bars) input DNAs (blue bars) and histone H3 IP’d DNAs (red bars).

Additional file 2: Quantification of prokaryotic DNA in eukaryotic samples. a) Percentage of bacterial DNA as assessed by real-time RT PCR with 16S rRNA specific primers [54]. Zoomed in plot displayed on the right. Most species tested had less than 1% bacterial contamination. No significant correlation was detected when comparing DNA methylation to bacterial contamination in different eukaryotic species (R^2^ = 0.08859, *p* = 0.32). b) Percentage of zebrafish, bacterial, and unknown DNA reads from input and 6mA IP sequencing experiments previously performed [14]. Some bacterial DNA was detected in all samples and it was enriched after 6mA IP but no developmental trend in bacterial concentrations was detected by sequencing analysis.

Additional file 3: UHPLC-ms/ms quantification of 6mA in gnotobiotic mouse tissues. UHPLC-ms/ms quantification of 6mA in 10 tissues from gnotobiotic mice demonstrates equivalent levels of 6mA. Each bar represents the mean +/− standard error of the mean for 1–3 independent samples

Additional file 4: SMRTseq location of 4mC and 6mA in *C. elegans* datasets. SMRTseq performed on L4 or mixed stage *C. elegans* were mapped to the genome and their location, gene name, and gene description are listed. The overlap between different SMRTseq analyses is also presented

## Abbreviations

4mC: N4-cytosine methylation
5mC: C5-cytosine methylation
6mA: N6-adenine methylation
ChIP: Chromatin immunoprecipitation
Dam: DNA adenine methyltransferase
Dcm: DNA cytosine methyltransferase
IF: Immunofluorescence
IP: Immunoprecipitation
SMRTseq: Single molecule real-time sequencing
UHPLC-ms/ms: Ultra-high performance liquid chromatography coupled with mass spectrometry

How the deposited data were processed for this re-analysis (not part of the article)

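SMRTseq measures the time a polymerase takes between incorporations, and base modifications in the template alter it. The data analysed here are 1 library of WT *E. coli* and 1 library of *dam*-*dcm*- *E. coli*, and the samples were assigned to strains by their labels and by the paper. The SMRTseq data of *C. elegans* and the UHPLC-ms/ms measurements were not analysed here.

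The authors used SMRT Analysis 2.3.0 with its modification detection and motif protocol, kept reads that mapped unambiguously with a map QV of at least 30, and deposited 1 table per library, in which the score of each listed base is its modification QV, a Phred-scaled p-value from the kinetics against the caller's model of unmodified DNA. The header of the WT table names ipdSummary version 2.0, with identification of 6mA and 4mC and estimation of the modified fraction. The *dam*-*dcm*- table has no header, so its caller version is not given in the sources used here. For neither table do these sources say which kinetic model the caller applied or whether it was one for the C2 chemistry of the labels, and the QVs, IPD ratios and types all rest on that model. The deposited attributes of each base hold its coverage, its 41-base context, the IPD ratio and, for bases assigned a type, the estimated fraction and the identification QV. The lowest modification QV in each table is 20, and the 25X coverage filter of the methods had not been applied in the tables. Replicates were not pooled, since each strain has 1 library.

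From these tables, bases with coverage under 25 were removed and the calls of each type were counted. The reference sequence was rebuilt from the contexts of both tables, in which no base was listed more than once per strand and no contexts disagreed. It left 8926 bases of the reference unknown, and these are in no denominator. Sites of each motif were located on both strands of the rebuilt sequence. A share of called bases was given with its 95% Wilson interval, a ratio of shares with the interval on the log scale, and the overlap of calls as observed over expected, where the expected number is the product of the numbers of calls over the number of cytosines. The intervals cover the counting of bases only, since neighbouring bases share reads and are not independent. No test between the strains was made, because there is 1 library of each.

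Local coverage was the median over the listed bases of a strand in bins of 1000 bases, which gave 9085 bins with listed bases in WT and 9225 in *dam*-*dcm*-, of which 9080 and 9218 had a median of at least 25. The depth therefore limits the values little through the coverage minimum, but a base that was not listed has no coverage of its own in the tables. Matched local coverage meant bins whose medians differ by at most 10%, which were 3896 bins. Stretches without listed bases were counted from 1 kb.

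The alternatives chosen before the data were examined were no coverage minimum and a minimum of 50, a modification QV of at least 30 or 50, an identification QV of at least 20, counting every listed base whatever its type, restricting the denominator to bins with a median coverage of at least 25, matched local coverage, and the expected overlap within contexts of 5 bases. Restricting the ratio of 4mC percentages to cytosines more than 20 bases from a GATC adenine was added after the data were seen, as were the coverage close to GATC sites without a call, the shared part of the 4mC calls by setting, the highest possible overlap ratio and the comparison of listing around GATC with that of all other bases. The motifs were fixed before the data were examined, as was the rule to name the 10 contexts of 5 bases with the highest share called in each library, among contexts that occur at least 1000 times (500 for adenines outside GATC and EcoKI sites), of which the text gives examples, and the stretches of at least 1 kb without listed bases in 1 library. The lowest context and the GATC sites without a call on either strand were chosen after their values were seen.

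Lists of genes had also been fixed, such as methyltransferase genes and genes with GATC sites shielded from Dam. They were not analysed, because the gene table at hand is for ASM584v2, whose coordinates are not those of the 4639675-base reference of the tables (4 of its genes end beyond it). Coordinates are those of the deposited tables, counted from 1.

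The counting was tested on simulated tables with known calls, where 9 of 9 checked counts equalled the simulated number. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.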

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

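The tests of stretches without listed bases, of coverage close to GATC sites without a call, of calls close to GATC sites and of the context of EcoKI sites were chosen after the results were seen, and the other tests before. The caller gave no type to 1291250 listed bases in WT and to 1370126 in *dam*-*dcm*-. Of these, 70.6% in WT and 69.0% in *dam*-*dcm*- were guanines. Over all types, 38.7% of the guanines, 19.1% of the cytosines, 5.78% of the thymines and 2.04% of the adenines were listed in WT, and 40.2%, 21.3%, 7.06% and 0.450% in *dam*-*dcm*-, where a p-value of 0.01 would list 1% of unmodified bases if the scores were calibrated.

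The share of cytosines called 4mC was not lower in *dam*-*dcm*- than in WT. A difference in coverage is argued against, since the ratio was 1.17 (95% interval, 1.16 to 1.18) where local coverage was matched. Reading of 5mC at Dcm sites as 4mC would raise the WT share, so it runs against the pattern and the location of the calls, of which 2.19% in WT lay at cytosines of CCWGG, is no test of it. Fewer calls close to methylated GATC sites do not account for the ratio either, which was 1.17 (95% interval, 1.16 to 1.17) among cytosines more than 20 bases away. Sequence contexts whose kinetics the control model of the caller does not describe remain a candidate explanation for the calls of both libraries. Spearman's rho of the called share between the libraries was 0.994 across contexts. The mean share in the 25 highest contexts was 33.7 times that in the 25 lowest in WT and 32.0 times in *dam*-*dcm*-. Any other cause that depends on sequence context would give such values too, so they do not single out the model. With the expected overlap taken within contexts of 5 bases, the observed overlap was still 3.17 times it. The labels give C2 chemistry, and the sources used here do not say whether the kinetic model of the caller was one for that chemistry, which was not tested. A difference in 4mC itself is argued against by the paper's UHPLC-ms/ms measurements, which detected no 4mC in either strain. Guanines and thymines were also listed more often in *dam*-*dcm*- (40.2% and 7.06%) than in WT (38.7% and 5.78%). Adenines taken together were listed less often in *dam*-*dcm*-, which came from GATC. Of the 46585 adenines listed in WT, 37200 were GATC adenines, against 56 of 10242 in *dam*-*dcm*-. Adenines outside GATC were therefore also listed more often in *dam*-*dcm*-. Why the *dam*-*dcm*- share is the higher one, including another difference between the strains, stays open.

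Adenines were called 6mA outside GATC in both libraries. At EcoKI sites there were 1164 calls in WT and 476 in *dam*-*dcm*-, a ratio of 2.45 (95% interval, 2.28 to 2.62). Methylation of EcoKI sites cannot place the calls at other adenines, which were 3873 in WT and 4609 in *dam*-*dcm*-. EcoKI sites held 23.1% of the calls outside GATC in WT and 9.36% in *dam*-*dcm*-. That met neither bound set before the data were examined (over 50%, or under 10% in each library). For the calls at EcoKI sites themselves, this methylation remains a candidate explanation. In WT these calls had a median IPD ratio of 4.51, against 4.62 for the calls in GATC. The sequence context of EcoKI sites without methylation is argued against, since 0.0700% of adenines in the same 5-base contexts elsewhere were called in *dam*-*dcm*-, against 40.0% at EcoKI sites. For the calls outside both motifs, calls close to the QV threshold stay a candidate explanation. Of them, 50.7% in WT and 52.4% in *dam*-*dcm*- had a modification QV under 30, against 0.253% of the GATC calls in WT. That met the bound of over 50% set before the data were examined. A weak signal cut at a QV of 20 can give such a share too, so the share does not tell error from weak signal. The 1748 shared adenines are 219 times the number expected by chance, so random error at the threshold alone would not place them.

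The files also hold stretches of the reference with no listed base in 1 library. The longest in WT, from 274728 to 358707, covers 83980 bases, in which 29531 bases were listed in *dam*-*dcm*- at a median coverage of 74. The longest in *dam*-*dcm*-, from 1195591 to 1210668, covers 15078 bases, with 3253 bases listed in WT. GATC adenines of WT without a call lay in such stretches in 67.0% of the cases, which is consistent with these stretches being missing from the sequenced strain or from the mapped reads, between which no test was made. In the longest stretch of each library, 95.6% (WT) and 99.0% (*dam*-*dcm*-) of the 31-base words of known sequence occur once in the rebuilt reference, so repeats alone would not leave these stretches empty. Outside the stretches, 24 GATC sites were called on neither strand in WT, and low coverage is argued against at 14 of them with at least 200 bases listed within 500 bases, since the lowest coverage of the bases listed within 20 bases of these sites was 55. At the sites starting at 573967, 574218 and 574457, low coverage is a candidate explanation. The median coverage of the bases listed within 500 bases of these sites was 7, 6.5 and 6 in WT, under the coverage minimum of 25. At the rest of the 24 sites this median was 41 to 55, against 75 over the WT library, and low coverage stays open there. It also stays open for the other uncalled adenines. Of the GATC adenines, 0.669% lacked a call where the local coverage was at least 84 and 1.28% where it was at most 67. The ratio of 0.522 met neither bound set before the data were examined.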

How the results depend on the processing

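Of 108 values recomputed under another setting for 15 results, 36 stayed within the 95% interval of the value reported and 72 moved outside it. A reversal could be judged only for the 6mA fold, the 4mC ratio and the 4mC overlap, and not for the percentages. None of these reversed, so the 6mA fold and the 4mC ratio stayed above 1 and the 4mC overlap above its expectation under every alternative run. The cause of the moves was not tested, apart from what each setting removes or adds by construction. Without a coverage minimum every value stayed within its interval. At a modification QV of 30 or higher, the values that moved were adenines called 6mA 1.76% (WT) and 0.114% (*dam*-*dcm*-), 6mA calls in GATC 92.3% (WT), GATC adenines called 97.0% (WT) and 0.0419% (*dam*-*dcm*-), cytosines called 4mC 4.25% (WT) and 5.14% (*dam*-*dcm*-), second cytosines of CCWGG called 4mC 8.52% (WT) and 3.22% (*dam*-*dcm*-), EcoKI adenines called 32.9% (*dam*-*dcm*-), the 6mA fold 15.4, the 4mC ratio 1.21, the 4mC overlap 9.00. At a modification QV of 50 or higher, the values that moved were adenines called 6mA 1.67% (WT) and 0.0285% (*dam*-*dcm*-), 6mA calls in GATC 95.9% (WT) and 0.154% (*dam*-*dcm*-), GATC adenines called 95.4% (WT) and 0.00262% (*dam*-*dcm*-), cytosines called 4mC 0.757% (WT) and 0.905% (*dam*-*dcm*-), second cytosines of CCWGG called 4mC 2.21% (WT) and 0.287% (*dam*-*dcm*-), EcoKI adenines called 95.8% (WT) and 14.6% (*dam*-*dcm*-), the 6mA fold 58.4, the 4mC ratio 1.20, the 4mC overlap 47.2. With an identification QV of 20 or higher, the values that moved were adenines called 6mA 1.75% (WT) and 0.109% (*dam*-*dcm*-), 6mA calls in GATC 92.4% (WT), GATC adenines called 96.3% (WT) and 0.0576% (*dam*-*dcm*-), cytosines called 4mC 5.14% (WT) and 6.29% (*dam*-*dcm*-), second cytosines of CCWGG called 4mC 7.88% (WT) and 4.07% (*dam*-*dcm*-), EcoKI adenines called 96.7% (WT) and 26.5% (*dam*-*dcm*-), the 6mA fold 16.0, the 4mC ratio 1.22, the 4mC overlap 7.89. Counting every listed base whatever its type, the values that moved were adenines called 6mA 2.04% (WT) and 0.450% (*dam*-*dcm*-), 6mA calls in GATC 79.9% (WT) and 0.547% (*dam*-*dcm*-), GATC adenines called 97.4% (WT) and 0.147% (*dam*-*dcm*-), cytosines called 4mC 19.1% (WT) and 21.3% (*dam*-*dcm*-), second cytosines of CCWGG called 4mC 32.2% (WT) and 23.3% (*dam*-*dcm*-), EcoKI adenines called 53.3% (*dam*-*dcm*-), the 6mA fold 4.55, the 4mC ratio 1.11, the 4mC overlap 2.83. Under a coverage minimum of 50, the values that moved were adenines called 6mA 1.81% (WT), GATC adenines called 95.0% (WT), cytosines called 4mC 8.65% (WT) and 10.2% (*dam*-*dcm*-), EcoKI adenines called 95.1% (WT), the 4mC overlap 5.23. In bins with a median coverage of 25 or higher, the values that moved were adenines called 6mA 1.89% (WT), GATC adenines called 99.1% (WT), cytosines called 4mC 8.94% (WT) and 10.4% (*dam*-*dcm*-), EcoKI adenines called 99.5% (WT), the 4mC ratio 1.16. With matched local coverage, the values that moved were the 6mA fold 8.53, the 4mC ratio 1.17. The highest 4mC overlap that is possible rises by construction as fewer cytosines are called, and the part of the WT calls that was shared fell to 42.8% at a modification QV of 50 or higher. With the expected overlap taken by 5-base context, the 4mC overlap was 3.17. Among cytosines more than 20 bases from a GATC adenine, chosen after the data were seen, the 4mC ratio was 1.17. No analysis of paired libraries was possible because each strain has 1 library. The intervals of the 6mA fold and the 4mC ratio treat the libraries as independent, although the same bases were scored in both. The median coverage of 75 per strand sets the modification QV that a given change in kinetics can reach, and the tables hold no coverage for bases that were not listed.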

Differences from the paper's values

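The paper's value for the adenines called 6mA in *dam*-*dcm*- *E. coli* is 0.14% in the text and about 0.076% in Table 1, read by eye, and the value computed here is 0.225%. Of the alternatives set before the data were examined, a modification QV of 30 or higher (0.114%) and an identification QV of 20 or higher (0.109%) came within 1.5 times of the value in the text, and no coverage minimum (0.225%), a coverage minimum of 50 (0.220%), bins with a median coverage of 25 or higher (0.226%), a modification QV of 50 or higher (0.0285%) and counting every listed base (0.450%) did not. For the value in Table 1, the identification QV of 20 or higher came within 1.5 times and the other alternatives did not.

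The paper's fold of WT over *dam*-*dcm*- for 6mA is 27, and the fold computed here is 8.23. None of the alternatives set before the data were examined came within 1.5 times of the paper's fold. The closest below were an identification QV of 20 or higher, with 16.0, and a modification QV of 30 or higher, with 15.4, and a modification QV of 50 or higher gave 58.4. The paper's own percentages in its text give a ratio of 9.29.

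The other values the paper states for these libraries differ from those computed here by less than 1.5 times, and the remaining percentages of adenines and cytosines are all higher here. The paper gives its percentages as shares of the adenines or the cytosines, and for *E. coli* it does not say whether only covered bases were counted. The paper's 1.3% for adenines called 6mA in WT compares with 1.85%, its 6.0% and 7.1% for cytosines called 4mC in WT and *dam*-*dcm*- with 8.76% and 10.3%, and its 92% of 6mA sites in GATC with 88.1%, which was 92.3% at a modification QV of 30 or higher and 92.4% with an identification QV of 20 or higher. The paper's ratio of 4mC percentages, *dam*-*dcm*- over WT, is 1.18 from its text, and the same ratio here was 1.18.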

Other observations

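Of the 24 GATC sites of WT that were called on neither strand outside the long empty stretches, 14 lay where at least 200 bases were listed within 500 bases on either side. At these 14 sites the median coverage of the listed bases around the site was 65 to 86. They start at 157582, 621450, 765198, 1163959, 1550527, 1859452, 2069341, 2069360, 2069373, 2731014, 2823767, 4071661, 4269150 and 4522616 of the reference in the files. Of these, 3 sites lie between 2069341 and 2069376. The genes at these positions were not analysed here. In *dam*-*dcm*-, at least 329 bases were listed around each of the 14 sites.

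Shorter stretches without listed bases were also found. In WT these run from 565020 to 573942 and from 574892 to 576426, and in *dam*-*dcm*- from 2169426 to 2175416 and from 575008 to 578433. The stretches from 575008 to 576426 and from 2556712 to 2563502 had no listed base in either library.

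The median coverage of listed bases, taken over regions of 500 kb, ranged from 66 to 82 in WT and from 61 to 82 in *dam*-*dcm*-, and the lowest region was that from 1500001 to 2000000 in WT and that from 1000001 to 1500000 in *dam*-*dcm*-. The cytosine of GATC was called 4mC at 7.30% of the sites in WT and at 9.95% in *dam*-*dcm*-. At sites of YhdJ, 5 of 1676 adenines were called 6mA in *dam*-*dcm*-, and at EcoBI sites 1 of 1369.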
